A study of Mus musculus with 8 samples. Its data were reported in "Comparative Analysis of DNA Replication Timing Reveals Conserved Large-Scale Chromosomal Architecture" (2010).

How the data were processed

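DNA of cells sorted into S phase and into G1 was labelled with different dyes and hybridised together to a custom Agilent mouse array. The ratio of the S to the G1 signal measured the time of replication (ToR). DNA that replicates early in S phase has more copies in an S-phase population, so a higher ratio stands for earlier replication. The 8 arrays covered 4 cell types with 2 replicates each: mouse embryonic fibroblasts (MEF), the L1210 lymphocytic leukaemia line, embryonic stem cells (ES), and neuronal progenitors derived from the same ES line (NPC). Groups and replicate numbers were taken from the labels. According to the study, the MEF replicates came from separate experiments, while the cells of the L1210 replicates were sorted together. The number of arrays limits the precision of every comparison.

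Per the file headers, the authors quantified the spots with Agilent Feature Extraction, version 9.5 for the L1210 arrays and 10.2 for the others, subtracted background and applied a linear dye normalisation within each array. The deposited scanner files hold the log10 ratio of Cy5 to Cy3 processed signals for each spot. They also hold signal intensity and local background intensity per channel, which the authors left as read, and processed intensity after background subtraction and dye normalisation. Per the file headers, other columns are flags that are 0 or 1 for each spot, which mark uneven spots, spots unlike their repeats, saturated spots and spots not well above background. The deposited series values are the same log10 ratios, with the sign turned for both L1210 arrays and rounded for ES and NPC. Their difference from the scanner ratio was at most 0.00496 for arrays with the sign kept. The files name no genome build, and the study's methods name mm8. Coordinates are those of the array design.

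Each array had 104533 spots, of which 102968 were genomic, for 101759 different probes of 60 bases (median). Chromosome 19 held 40219 of them at a median spacing of 1.03 kb, and the median spacing elsewhere was 40.8 kb. The median ratio of spot signal to local background ranged from 2.94 on ES replicate 2 to 10.0 on L1210 replicate 2 in Cy5. In Cy3 it ranged from 5.23 on L1210 replicate 1 to 8.21 on MEF replicate 1. The noise between neighbouring probes, from the interquartile range of their differences, ranged from 0.10 log2 on MEF replicate 2 to 0.15 log2 on ES replicate 2.

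The dye that held S phase was taken from the label of each array: Cy3 on both MEF, both ES and NPC replicate 1, and Cy5 on both L1210 and NPC replicate 2. The study's methods give Cy5 for S phase and do not describe the ES and NPC arrays. Cy5 for S phase on all 8 arrays was tried as an alternative, called the dyes of the methods below. The log10 ratio was converted to log2 and turned to S over G1. Control spots and spots with an outlier flag were left out, repeats of a probe were averaged, and each array was centred on its median. Probes of chromosomes 1 to 19 and X were averaged in bins of 50 kb. Smooth ToR was a mean over 5 bins on each side with triangular weights, after the study's definition. Bins without a probe were left out of the weights. This gave 47161 bins. For tests, each array was brought to mean 0 and SD 1, since the range of a ratio depends on the sort gates. Differences are therefore in SD of an array's profile.

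Agreement was measured as Spearman's rho across bins. Bins are neighbours along chromosomes and not independent, so no p-value is given for it. Bins were compared between cell types with limma 3.58.1 in R 4.3.3, with all 8 arrays in a single fit, a mean per cell type and 6 contrasts, and Benjamini-Hochberg adjustment over the bins of a contrast. A bin was called at an adjusted p under 0.05 and a difference of at least 0.5 SD. The spread of a bin was pooled over the 4 cell types and moderated across bins. The L1210 arrays are not independent experiments, and their small spread enters this pool. The same fit was made on the means of the 20 chromosomes, adjusted over all 120 tests. A bin was early in a cell type when both arrays were above their own mean, late when both were below, and otherwise unassigned. Autocorrelation was Pearson's r of unsmoothed bins within chromosomes other than 19. The tiling of chromosome 19 was compared with a series of 1 probe in 50. The base composition was that of the 60-base probes alone, since no genome was used here, and the residual ToR was ToR minus the mean of bins in the same 1% class of probe G+C.

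Regions were called bins of the same direction that followed each other among the bins with data, with a gap of 1 bin allowed, of at least 10 bins. In L1210 minus MEF and NPC minus ES, the 3 regions with the largest mean difference in each direction are named, with genes from the probe annotation. Of a fixed list of loci, the probe annotation named 1, Ptn. The other loci were not analysed here. These rules, the tests and the alternatives were set before the data were examined, except where the closing section states otherwise.

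The limma step was tested on simulated data for all 47161 bins. For NPC minus ES, 89.6% of the bins given a change of 2 SD were recovered and 0.381% of unchanged bins were called. For L1210 minus MEF, simulated without change, 0% were called. Noise of neighbouring bins was independent in this simulation, which is not so in smoothed profiles.

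Alternatives covered the background correction (normexp, offset 50, without dye normalisation), the deposited series values, a stricter spot filter, smoothing over 0, 2 or 10 bins, bins of 100 kb, other sets of chromosomes, loess within arrays, other scalings, blocks for replicate number and slide, a dye term, moderation with a trend, other minimum differences, and leaving out each array in turn. A lone array was then assumed to vary like the others. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used for the rest.

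The single-channel signals, which are not part of the ToR measurement, were examined for copy number. Each channel was put in log2, centred on the array's median and set against the median of the 8 arrays in the same dye. A dye held G1 on some arrays and S on others. Medians were taken per chromosome and per window of 500 kb with at least 5 probes. The thresholds used there, 0.2 log2 in both channels for a chromosome and 2 log2 in both channels for a window, were chosen after the data were seen.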

Results

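ToR was profiled in 4 mouse cell types with 2 arrays each: MEF, L1210, ES and NPC. Per the file headers, both L1210 arrays lay on a slide of their own that was scanned on another day with an older software version. The other 6 arrays lay on 3 slides scanned on the same day: MEF replicate 2 with NPC replicate 2, ES replicate 1 with NPC replicate 1, and MEF replicate 1 with ES replicate 2. The L1210 cell type and its scanning batch cannot be told apart, since that batch held no other cell type. The range of smooth ToR from the 5th to the 95th percentile of bins was widest on L1210 replicate 2, at 0.75 log2, and narrowest on NPC replicate 1, at 0.45 log2.

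The direction of the ratio was checked against the annotation of the probes. Among 16019 bins that were early in all 4 cell types, 66.1% of the probes had a transcript annotation. Among 12133 bins that were late in all 4, the share was 33.7%, and over all bins it was 54.5%. With the dyes of the labels, the profiles of all 28 pairs of arrays were positively correlated, the lowest rho being 0.641 for L1210 replicate 2 and ES replicate 2.

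Replicates were compared first. Spearman's rho across 47161 bins was 0.765 between the MEF arrays, 0.975 between the L1210 arrays, 0.939 between the ES arrays and 0.808 between the NPC arrays. The L1210 arrays held cells sorted together, so their value does not describe separate experiments. Over single chromosomes the rho of the MEF arrays ranged from 0.595 on chromosome 13 to 0.829 on chromosome 14. The alternative that moved this family most was the dye assignment of the study's methods, extended here to ES and NPC, which turned the NPC value to -0.808. The replicates of MEF and NPC were less alike than some arrays of different cell types. MEF replicate 1 had a rho of 0.819 and 0.821 with the L1210 arrays, against 0.765 with MEF replicate 2. NPC replicate 2 had a rho of 0.836 and 0.850 with the L1210 arrays, against 0.808 with NPC replicate 1. NPC replicate 1 had a rho of 0.847 and 0.870 with the ES arrays.

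**Figure D1:**
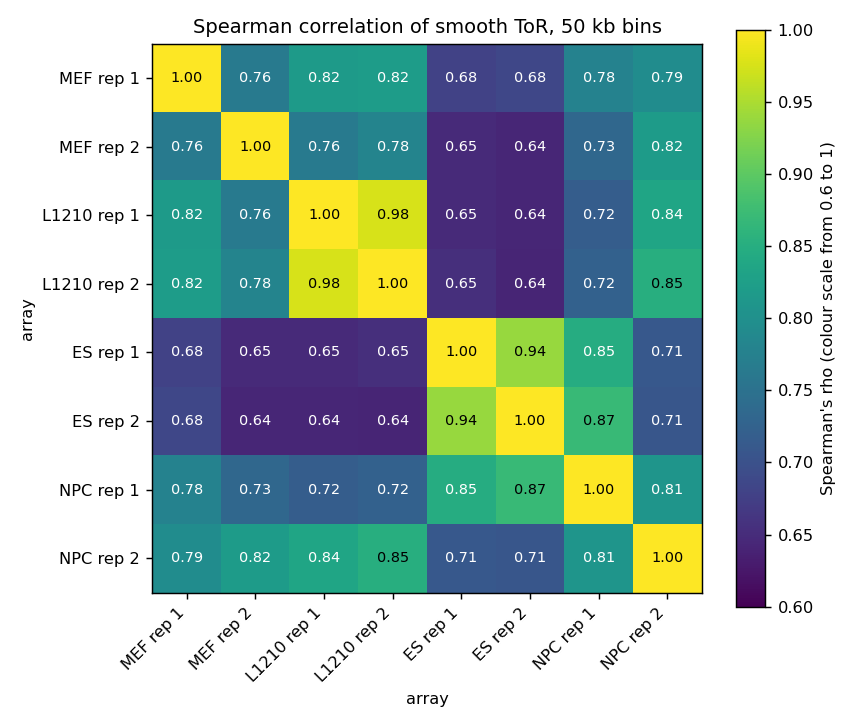
Spearman's rho of smooth ToR across 50 kb bins for every pair of the 8 arrays, on a colour scale from 0.6 to 1. The L1210 arrays (0.975) and the ES arrays (0.939) stand out as pairs, while the MEF arrays (0.765) and the NPC arrays (0.808) do not.

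**Figure D2:**
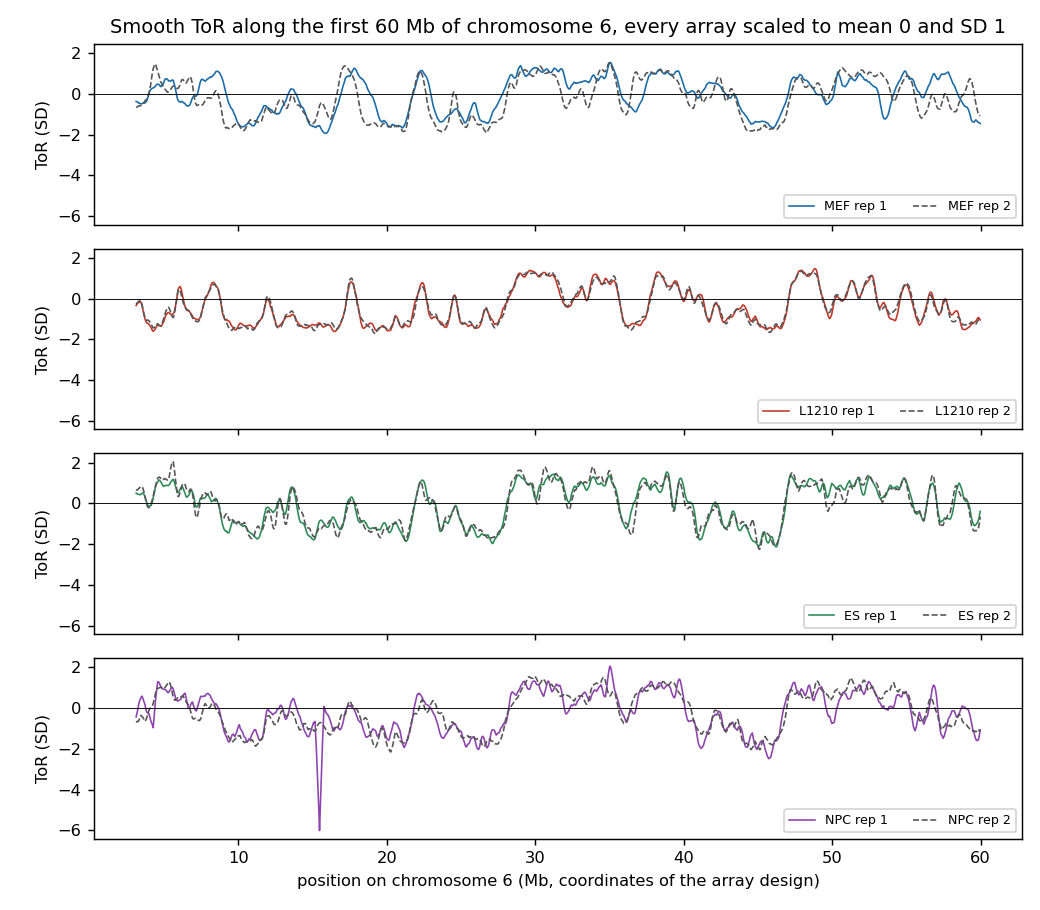
Smooth ToR along the first 60 Mb of chromosome 6 for the 2 arrays of each cell type, each array scaled to mean 0 and SD 1, with the position in Mb on the x axis and ToR in SD on the y axis. The dip of NPC replicate 1 to -6.02 SD lies at the bin from 15450001 to 15500000, which holds 1 probe; the other arrays had unsmoothed values from -0.51 to -0.11 log2 there.

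The comparison of whole profiles asked how much of the ToR landscape cell types share. The study set its correlation between fibroblasts and lymphoblasts beside that between human and mouse. For the means of the replicates, rho was 0.854 between L1210 and MEF, with array pairs from 0.763 to 0.821 (mean 0.796 ± 0.029, SD of 4 array pairs). It was 0.878 between NPC and MEF (array pairs 0.733 to 0.820), 0.834 between L1210 and NPC (0.718 to 0.850), and 0.802 between NPC and ES (0.707 to 0.870). It was lower between ES and MEF, at 0.712 (0.642 to 0.684), and between L1210 and ES, at 0.654 (0.641 to 0.654). The alternative that moved this family most was the dye assignment of the methods, under which the rho of L1210 and MEF became -0.854. The array pairs of L1210 and ES, and those of ES and MEF, overlapped each other and lay below those of the other 4 comparisons. The array pairs of these 4 overlapped, so their order is not separated by the spread of the arrays. Without NPC replicate 2 the rho of L1210 and NPC was 0.723, and without NPC replicate 1 that of NPC and ES was 0.715.

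In limma over 47161 bins, 10165 bins (21.6%) were called between L1210 and ES, 5127 of them higher (earlier) in L1210. Between ES and MEF 6127 bins (13.0%) were called, 2860 higher in ES. Between L1210 and NPC 2028 bins (4.30%) were called, 900 higher in L1210. Between L1210 and MEF 621 bins (1.32%) were called, 264 higher in L1210. Between NPC and MEF 127 bins (0.269%) were called, 99 higher in NPC. Between NPC and ES limma called 0 bins, with a smallest adjusted p of 0.0729, and 8909 bins had an unadjusted p under 0.05. This model leaves out the slides that arrays of different cell types shared. With slide as a random block (correlation 0.455), limma called 1822 bins (3.86%) for NPC minus ES, while with slide as a fixed block it called 0 (10529 at an unadjusted p under 0.05). The random block called 0 for L1210 minus MEF (6480 at an unadjusted p under 0.05). No other tool was run for this contrast. The alternative that moved this family most was the dye assignment of the methods, under which 56.0% of bins were called between L1210 and MEF.

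These counts were decided by single arrays. Without L1210 replicate 1 the counts fell to 0 for L1210 minus MEF, L1210 minus ES, L1210 minus NPC and NPC minus MEF, and to 2.32% for ES minus MEF, and leaving out L1210 replicate 2 gave the same values. Without ES replicate 1 they fell to 0 for L1210 minus MEF, ES minus MEF, NPC minus MEF and L1210 minus ES, and to 0.642% for L1210 minus NPC, as they did without ES replicate 2. In the other direction, without MEF replicate 1 the count was 11.5% for L1210 minus MEF, 3.63% for NPC minus MEF, 13.5% for L1210 minus NPC and 0.937% for NPC minus ES. Without MEF replicate 2 it was 3.72% for L1210 minus MEF and 4.49% for NPC minus MEF. Without NPC replicate 1 it was 19.5% for ES minus MEF, 2.47% for L1210 minus MEF, 11.1% for NPC minus ES, and 0 for NPC minus MEF and for L1210 minus NPC. Without NPC replicate 2 it was 19.5% for ES minus MEF, 2.47% for L1210 minus MEF, 1.65% for NPC minus MEF, 9.20% for L1210 minus NPC and 0.0509% for NPC minus ES. A dye term in the model left 0.00424% for L1210 minus ES. The percentages therefore rank contrasts only for this set of arrays and this model. The share of calls that were higher also depended on the scaling. With median centring only it was 59.1% instead of 42.5% for L1210 minus MEF, 57.2% instead of 46.7% for ES minus MEF, 89.2% instead of 78.0% for NPC minus MEF and 61.4% instead of 50.4% for L1210 minus ES. With quantile normalisation it was 65.4% for L1210 minus MEF. For NPC minus MEF it was 41.0% without MEF replicate 1 and 48.8% with slide as a random block, and for L1210 minus ES it was 80.9% with normexp background.

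The called bins of L1210 minus MEF formed 19 regions of at least 10 bins, 9 higher and 10 lower in L1210. The largest positive mean difference was 2.15 SD, on chromosome 12 from 114550001 to 115250000 (12 called bins, median standard error 0.227), where the annotation gives an immunoglobulin heavy chain transcript. L1210 replicates had 1.12 and 1.09 SD there, and MEF replicates had -0.882 and -1.21 SD. The signal of both channels in this region was -0.46 and -0.60 log2 on the L1210 arrays and -0.75 log2 on MEF replicate 2, relative to the median of the arrays. On MEF replicate 2 the median of all of chromosome 12 was -0.50 log2, so much of its drop was not local to the region. On the L1210 arrays the median of chromosome 12 was -0.07 and -0.10 log2. Whether fewer copies or a different sequence lowered the signal of the region was not tested. The next regions were on chromosome 6, from 68350001 to 69750000 (2.05 SD, 22 bins), where the annotation gives immunoglobulin kappa light chain transcripts, and from 103100001 to 103650000 (1.85 SD, 11 bins), where it gives Chl1. With normexp background these 3 regions had 1.01, 1.31 and 1.97 SD, and with loess within arrays 2.51, 2.60 and 1.92 SD. Their order therefore depended on the processing, while other smoothing and bins of 100 kb kept it. The largest negative differences were -1.86 SD on chromosome 14 from 21250001 to 22600000 (26 bins, Kcnma1), -1.85 SD on chromosome 3 from 28000001 to 28500000 (10 bins, Pld1), and -1.83 SD on chromosome 6 from 3950001 to 5100000 (21 bins, Casd1, Col1a2, Ppp1r9a and Sgce). In each of the 6 regions both L1210 arrays lay on the same side of both MEF arrays. The largest adjusted p in limma among the called bins of these regions was between 0.0385 and 0.0479, and no bin of this contrast was called without an L1210 array or an ES array (0 bins). In the model without slides NPC minus ES had 0 regions, as it had 0 called bins (8909 at an unadjusted p under 0.05 in limma).

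Ptn lies on chromosome 6, and the bin from 36650001 to 36700000 holds its 2 annotated probes. ToR there was -0.834 and 0.953 SD on the MEF arrays, -1.23 and -1.32 SD on the L1210 arrays, 0.0606 and -0.937 SD on the ES arrays, and -0.276 and 0.536 SD on the NPC arrays. The replicates of MEF, ES and NPC lay on opposite sides of their means there. The limma difference of L1210 minus MEF was -1.34 ± 0.564 SD (standard error, n = 2 arrays against 2), with an adjusted p of 0.255 over all bins, lower in 4 of 4 array pairs. For L1210 minus NPC it was -1.41 SD with an adjusted p of 0.187, and for NPC minus ES 0.57 SD with an adjusted p of 0.634. Adjusted over the list alone, which is this 1 locus, it passed the threshold in L1210 minus MEF and in L1210 minus NPC, and in 0 of the other 4 contrasts. Over all bins it passed in 0 contrasts. With slide as a random block the call over the list alone was lost in L1210 minus NPC (limma p 0.0736). It was lost in L1210 minus MEF with the dye term (limma p 0.0838) and with the dyes of the methods (0.0984). The deposited sign kept lost it in L1210 minus MEF (limma p 0.0731) and in L1210 minus NPC (0.217). Without MEF replicate 1 the difference of L1210 minus MEF was -2.23 SD, and without MEF replicate 2 it was -0.44 SD, with a list-alone p of 0.359. The call over the list alone was lost in L1210 minus MEF without any array other than MEF replicate 1 (p from 0.0531 to 0.359), and in L1210 minus NPC without L1210 replicate 1 (0.0721), L1210 replicate 2 (0.0887) or NPC replicate 2 (0.222).

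Of 47161 bins, 34.0% were early in all 4 cell types and 25.7% were late in all 4, and 20.01% were early in at least 1 cell type and late in at least 1 other. The alternative that moved this family most was the dye assignment of the methods, which left 0.0997% early in all 4. Bins with an unassigned class were most frequent in MEF (19.3%) and NPC (13.3%), and least in L1210 (2.29%). The class opposite to that of the other 3 cell types was most often found in ES, where 935 bins were late and 480 early against the rest, and in L1210, with 757 late and 358 early. In NPC 121 bins were late and 82 early against the rest.

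Whole-chromosome means of scaled ToR were compared to ask whether a chromosome shifted as a unit. In limma, 21 of the 120 tests had an adjusted p under 0.05. Chromosome 11 was lower in ES, with means of 0.168 and 0.165 SD, than in NPC (0.421 and 0.616 SD), MEF (0.475 and 0.406 SD) and L1210 (0.482 and 0.480 SD). The difference was 0.35 SD for NPC minus ES (adjusted p 0.0242 in limma, 4 of 4 array pairs), -0.27 SD for ES minus MEF (adjusted p 0.0385 in limma, 4 of 4) and 0.31 SD for L1210 minus ES (adjusted p 0.0298 in limma, 4 of 4). The single-channel signal of chromosome 11 was also higher in ES, at 0.19 and 0.26 log2 against the median of the arrays. It was lower than that median in MEF, at -0.21 and -0.25 log2, and was -0.046 and -0.10 log2 in L1210. Chromosome 18 was lower in L1210 than in MEF, with a difference of -0.23 SD (adjusted p 0.0141 in limma, 4 of 4 array pairs). The X chromosome passed in 0 of its 6 contrasts in limma, and the smallest adjusted p there was 0.0512. The alternatives that moved the count most gave 0 tests past the threshold, among them loess within arrays. The count was 39 without MEF replicate 1, and 0 without either L1210 array or either ES array, when all 4 differences named here lost their calls. Normexp background, loess within arrays and the deposited sign kept also lost all 4, as did the dyes of the methods. With a block for replicate number the adjusted p was 0.0904 for chromosome 11 in ES minus MEF and 0.0630 in L1210 minus ES, and with slide as a block it was 0.110 in ES minus MEF. With the dye term it was 0.174 for chromosome 11 in L1210 minus ES and 0.0749 for chromosome 18, and with median centring only 0.118 for chromosome 18. With only arrays with S in Cy3 it was 0.0510 for chromosome 11 in NPC minus ES.

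Autocorrelation along the genome asked over what distance ToR stays alike. At 0.5 Mb it was 0.704 ± 0.056 in MEF, 0.662 ± 0.020 in L1210, 0.432 ± 0.087 in ES and 0.505 ± 0.141 in NPC (mean ± SD, n = 2). At 4 Mb it was 0.157 ± 0.023 in MEF, 0.141 ± 0.013 in L1210, 0.064 ± 0.016 in ES and 0.117 ± 0.054 in NPC. The ES values lay below those of MEF and L1210 on every array at 0.5 and 4 Mb, while those of NPC overlapped with ES at 0.5 Mb. The ES arrays also included the noisiest array, and noise lowers an autocorrelation. The alternative that moved this family most was the use of single probes, which gave 0.481 for NPC at 0.5 Mb.

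**Figure D3:**
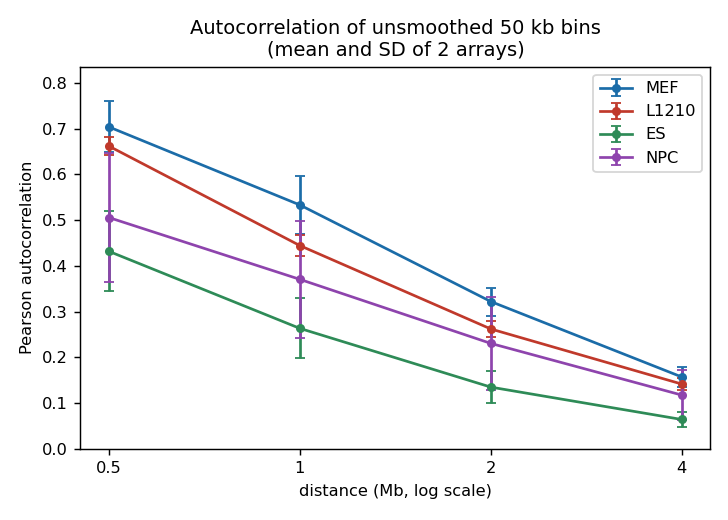
Pearson autocorrelation of unsmoothed 50 kb bins (y axis) at distances of 0.5, 1, 2 and 4 Mb (x axis, log scale), as the mean and SD of the 2 arrays of each cell type. Values fell from 0.704 to 0.157 in MEF and from 0.432 to 0.064 in ES.

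On chromosome 19 the profile of 1 probe in 50 was compared with that of all 40219 probes. The Spearman correlation across 805 bins was 0.898 ± 0.052 (SD, n = 8 arrays), from 0.779 on NPC replicate 1 to 0.930 on L1210 replicate 1. The starting probe that moved it most gave 0.910.

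The correlation of ToR with the G+C content of the probes was weak across bins. The Spearman correlation was 0.112 in L1210, 0.094 in NPC, 0.090 in MEF and 0.046 in ES. Over single chromosomes it ranged from 0.049 to 0.549 in L1210, 0.019 to 0.468 in NPC and 0.017 to 0.436 in MEF. In ES it ranged from -0.021 to 0.124. The median over chromosomes was 0.0996 in L1210, 0.0839 in NPC, 0.0791 in MEF and 0.0468 in ES. The probes are 60 bases long, so these values do not stand for the regional G+C content that the study used. The alternative that moved this family most was the use of unsmoothed bins, which gave -0.00277 in ES. Residual ToR, with the G+C classes of the probes subtracted, had a rho of 0.857 between L1210 and MEF, 0.879 between NPC and MEF, 0.834 between L1210 and NPC, 0.810 between NPC and ES, 0.717 between ES and MEF and 0.661 between L1210 and ES. With a loess trend in place of classes the value of L1210 and MEF was 0.857. Probe G+C was only weakly correlated with ToR, so its subtraction could change these values little. They do not test the role of regional G+C content.

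**Figure D4:**
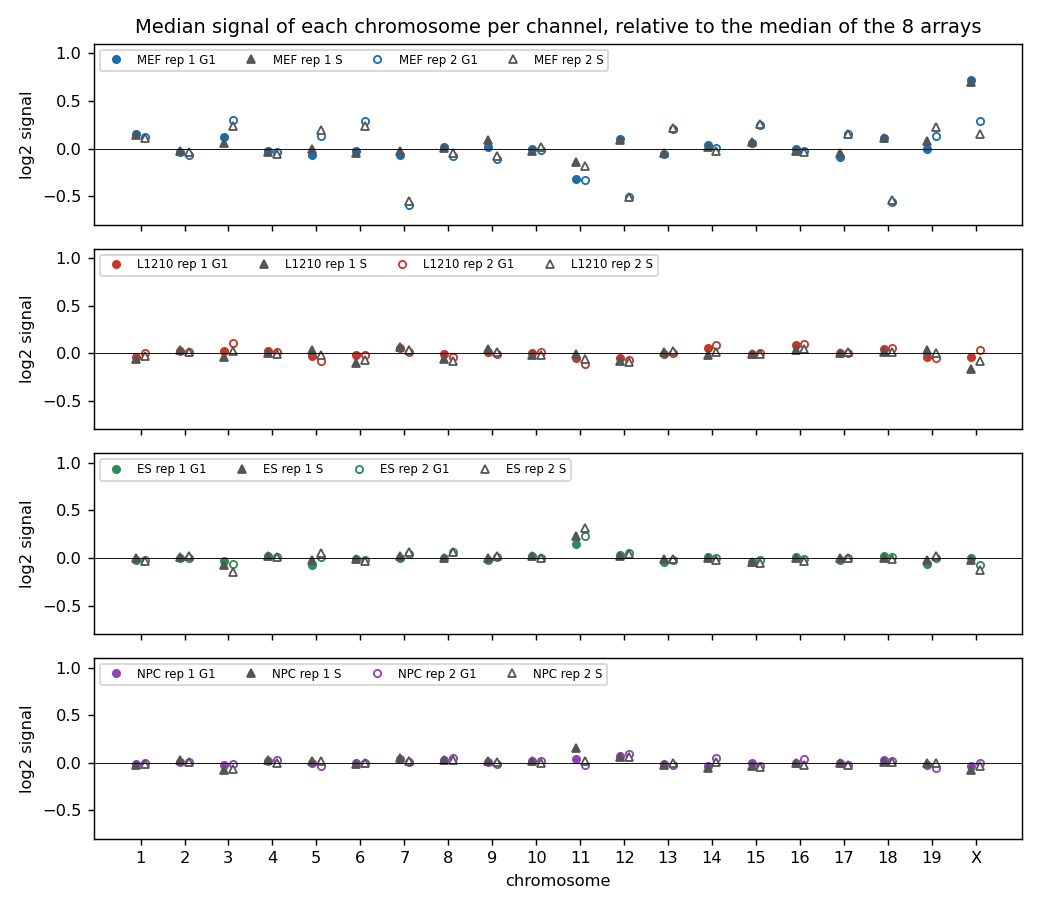
Median log2 signal of each chromosome in the G1 channel (circles) and the S channel (triangles) of every array, with the 20 chromosomes on the x axis. Values are relative to the median of the 8 arrays in the same dye, then centred on the array's median over chromosomes. The 2 MEF arrays part by more than 0.2 log2 in both channels on 8 chromosomes, and the arrays of the other cell types on 0.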

Values the study reported

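The study measured ToR with about 105K probes per species and binned it at 50Kb, which gave about 47,000 mouse bins. It gave a Spearman correlation of 0.83 for the ToR of its mouse cell types, MEF and L1210, and of 0.7 for the corresponding human pair. Between the species it gave 0.74 for fibroblasts and 0.78 for lymphoblasts. It described autocorrelation of ToR over distances of up to 4Mb. Its text holds no values for ES or NPC.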

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

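All tests in this part, and the thresholds behind them, were chosen only after the result was seen. The results below came from the level of each channel, which cancels in the ToR ratio where both channels share it. The computed mixtures at the end used ToR profiles.

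In both L1210 arrays a window on chromosome 4 from 88500001 to 89000000 stood far below the other arrays, which marked it for a closer look. Its signal over both channels was -4.78 log2 on replicate 1 and -4.76 log2 on replicate 2, while the other cell types lay between -0.04 and 0.17 log2. The L1210 level there was 0.028 to 0.036 of the array's median, near the floor of the signal, so these log2 values show a large drop and not its exact size. The same holds for the drop on chromosome X and for distances from arrays near background below. The probes that were low ran from 88502441 to 88752651, 7 of the 10 in the window. The annotated genes of the window include Cdkn2a and Mtap, a choice of names made after the values were seen. Single defective spots are argued against by windows chosen on every other probe. Of 106 values of probes left out of that choice, in which a probe counts once for each array, 82.1% were far from the other arrays in the same direction (14 of 20 in this window), while over all probes the share per array ranged from 0.0865% to 3.66%. A dye normalisation with a single factor per array moves no window alone. A candidate explanation is a deletion in the L1210 line, and a variant of the strain behind the line stays open, since no other array of that strain was used here. A difference between the cell types, as the design names them, stays open and was not tested.

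MEF replicate 1 had a window on chromosome X from 162000001 to 162500000 at -4.81 log2, while MEF replicate 2 was at 0.04 log2. It also had neighbouring windows on chromosome 14, from 113000001 at 2.44 log2 and from 113500001 at 2.30 log2, with 14 of 14 and 11 of 11 probes far from the other arrays. MEF replicate 2 had windows on chromosome 4 from 111500001 at 3.08 log2 and from 112500001 at 2.39 log2. In the first of these MEF replicate 2 was near the typical probe, with 0.957 of the array's median in Cy5 and 0.739 in Cy3, and the other arrays were near background, with 0.0782 to 0.169 in Cy5. The distance there therefore reads as sequence that the other arrays lack, rather than as a gain in MEF replicate 2. The annotated genes are named by their cDNA clones, and the reference table gives Skint3, Skint4 and Skint9 as their symbols. The other arrays spread over 1.25 log2 in that window. Single defective spots are argued against by the 82.1% above. Whether a strain variant accounts for the window of MEF replicate 2 cannot be told apart from other reasons, since the labels give no strain and the 1.25 log2 arises near background. For the windows of MEF replicate 1 a copy number change and a strain variant both stay open. No biological explanation was tested, since both arrays are of the same group.

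Whole chromosomes also differed between the MEF arrays, by more than 0.2 log2 in both channels on 8 of 20 chromosomes (5, 6, 7, 12, 13, 17, 18 and X), against 0 chromosomes between the replicates of L1210, ES and NPC. The largest difference was 0.69 log2, on chromosome 18. The SD of the differences over chromosomes was 0.299 log2 for MEF, 0.050 for ES, 0.036 for NPC and 0.036 for L1210. MEF replicate 2 was lowest on chromosomes 7 (-0.58 log2), 18 (-0.54 log2) and 12 (-0.50 log2), and MEF replicate 1 was highest on X (0.74 log2). The same sign in both dyes argues against the dyes, and the small differences between the ES arrays and between the NPC arrays, whose slides included those of both MEF arrays, argue against the slides. The values are consistent with MEF arrays that hold cells of different karyotype (0.299). The study describes the MEF replicates as separate experiments. Whether the cells came from different cultures, drifted in culture or were other cells than the label says stays open.

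NPC replicate 2 shared its slide with MEF replicate 2 and carried a trace of the sequence that otherwise only MEF replicate 2 showed. At the 17 probes of chromosome 4 between 111500001 and 113000000 where MEF replicate 2 stood out, its signal over the level of the ES arrays and NPC replicate 1 was 4.57% of that of MEF replicate 2 in Cy5 (quartiles 1.54 to 8.06) and 4.78% in Cy3. The other arrays lay between -2.92% and 1.02%. NPC replicate 2 was above all 3 of these arrays at 13 of 17 probes in Cy5 and 15 of 17 in Cy3. ES replicate 2, set against the 2 others, was above both at 8 and 10 of 17, more than the 1 in 3 that chance gives. Against the same 2 arrays NPC replicate 2 was above both at 15 of 17 in each dye. Noise near background is argued against by this count (15) and by the share of signal in both dyes. Carry-over of MEF replicate 2 DNA could bring such a trace. On the 3 chromosomes low in MEF replicate 2 it predicts a shift of -0.021 log2 between the NPC arrays, and the shift was -0.0037 log2 with an SD over chromosomes of 0.036, so carry-over and other sources of the trace cannot be told apart. Median signal of the window from 111500001 was 0.52 log2 higher in NPC replicate 2 than in NPC replicate 1. This is the outcome written for such DNA, in a test chosen after its result was seen. Some of this DNA may therefore be there (4.57%). The small share argues against it as the reason for the likeness of NPC replicate 2 and L1210. The profile of NPC replicate 1 with a computed share of MEF replicate 2 as large as the trace had a rho of 0.740 with L1210 replicate 2, and with an assumed share of 30% 0.797, against 0.850 for NPC replicate 2.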

How the results depend on the processing

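The alternatives chosen only after the data were seen are the split of the chromosomes for the MEF replicates and the filter on spots far from their neighbours. For the results that answer a comparison, 326 alternative values stayed, 151 moved further and 11 changed sign. Values that stayed lay within 1 SD of the arrays or within 1.5 times the count. For replicate agreement the SD was instead that of the rho values across cell types (0.101), which is no spread of arrays. The 48 values of replicate agreement that stayed include MEF rho values of 0.692 without smoothing and 0.689 with normexp background, against 0.765. For named regions, named chromosomes and Ptn, 214 stayed, 15 moved, 51 lost their call and 5 changed sign. The 24 region values without an array are among those that stayed, which with 2 arrays per cell type holds by construction. Autocorrelation (32 values) and residual ToR (6) stayed under each alternative run for them. For Ptn, 15 values lost the call over the list alone, and NPC minus ES, which was not called, turned to -0.032 SD with the dyes of the methods and to -0.33 SD with slide as a block. Percentages below are of bins called in limma unless said otherwise, and except where a sentence gives it, the cause was not tested. Where limma called 0 bins, between 1146 (L1210 minus MEF, deposited sign kept) and 12092 (L1210 minus ES, without ES replicate 1) had an unadjusted p under 0.05.

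The deposited series values turned to S over G1, the stricter spot filter and the filter on far spots kept each result within these limits. Signal over background was lowest on ES replicate 2, at 2.94 in Cy5, with a noise of 0.15 log2, and limits single bins there. The stricter filter on dim spots gave 13.3% for ES minus MEF, against 13.0%. The rho of the MEF replicates was 0.770 over the chromosomes without a signal difference and 0.760 over the others.

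The dyes moved most results. With the dyes of the study's methods the rho of the NPC replicates was -0.808, and it was -0.854 for L1210 and MEF, -0.454 for NPC and MEF, -0.654 for L1210 and ES, 0.527 for L1210 and NPC and -0.149 for NPC and ES. Of bins, 0.0997% were then early in all cell types, 0.490% late and 87.7% in different classes. Calls were 56.0% for L1210 minus MEF, 49.7% for L1210 minus ES, and 0 for ES minus MEF, NPC minus MEF and L1210 minus NPC. No chromosome test passed (0), chromosome 11 was 0.27 SD for ES minus MEF and chromosome 18 was 0.00943 SD for L1210 minus MEF. With the deposited sign kept, only NPC replicate 2 is turned against the others, and the rho was -0.805 for the NPC replicates, -0.447 for NPC and MEF, -0.517 for L1210 and NPC and -0.145 for NPC and ES. Then 0.956% of bins were early in all and 0.511% late, 0 bins were called for L1210 minus MEF, ES minus MEF, NPC minus MEF, L1210 minus ES and L1210 minus NPC, 0 chromosome tests passed, and chromosome 11 was -0.26 SD for NPC minus ES. By construction these follow from the sign of single arrays.

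The normexp alternative had no dye normalisation, and its offset of 50 was added to channels of unequal signal. On NPC replicate 2 the median signal after background subtraction was 263 in Cy5 and 103 in Cy3. The NPC arrays are the only replicates with opposite dyes. A change in their rho can therefore not be put down to the background correction alone. With normexp background the rho was 0.818 for the ES replicates and -0.348 for the NPC replicates, 0.740 for L1210 and MEF, 0.402 for ES and MEF, 0.403 for NPC and MEF, 0.154 for L1210 and ES and 0.124 for L1210 and NPC. Then 9.30% of bins were early in all, 12.6% late and 35.9% in different classes. Calls were 8.22% for L1210 minus ES and 0 for L1210 minus MEF, ES minus MEF, NPC minus MEF and L1210 minus NPC, and 0 chromosome tests passed. With loess within arrays the rho was 0.823 for L1210 and MEF and 0.648 for L1210 and ES, 3.18% were called for L1210 minus MEF, and 0 chromosome tests passed.

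Without smoothing the rho was 0.790 for the ES and 0.491 for the NPC replicates, 0.721 for L1210 and MEF, 0.674 for ES and MEF, 0.780 for NPC and MEF, 0.5003 for L1210 and ES, 0.730 for L1210 and NPC and 0.709 for NPC and ES, and 22.6% of bins were early in all. Calls were 0.00212% for L1210 minus MEF, 0.00212% for ES minus MEF, 2.75% for L1210 minus ES, 0.00425% for NPC minus ES, and 0 for NPC minus MEF and L1210 minus NPC. Over 2 bins on each side the rho was 0.825 for L1210 and MEF and 0.619 for L1210 and ES, and calls were 0.257% for L1210 minus MEF, 7.59% for ES minus MEF, 1.76% for L1210 minus NPC and 0 for NPC minus MEF. Over 10 bins the rho was 0.735 for ES and MEF and 0.688 for L1210 and ES, with 2.32% called for L1210 minus MEF and 0.655% for NPC minus MEF. Bins of 100 kb gave 0.741 and 0.695, and 2.38% and 0.679%, for the same results. Pearson's r was 0.758 for ES and MEF and 0.701 for L1210 and ES. With unsmoothed bins the rho with probe G+C was 0.0552 in MEF, 0.150 in L1210 and -0.00277 in ES.

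In the model, median centring only gave 8.63% for L1210 minus MEF, 1.89% for NPC minus MEF, 37.9% for L1210 minus ES and 22.1% for L1210 minus NPC, and quantile normalisation gave 0.481% for NPC minus ES. A trend with robust moderation gave 0.6001% for L1210 minus MEF, 0 for NPC minus MEF, 1.56% for NPC minus ES and 32 chromosome tests. NPC minus MEF was 0.129% on autosomes only and 0.128% without chromosome 19. The dye term rests on the NPC arrays alone, and gave 0.00424% for L1210 minus MEF, 19.5% for ES minus MEF, 1.65% for NPC minus MEF, 0.00424% for L1210 minus ES, 0 for L1210 minus NPC, 0.0509% for NPC minus ES and 7 chromosome tests. Only arrays with S in Cy3 left 4.06% for ES minus MEF and 0 for NPC minus MEF, with fewer arrays. Slide as a block gave 5.82% and 0 for these, and 0 for NPC minus ES. Slide as a random block gave 0 for L1210 minus MEF, 3.31% for NPC minus MEF, 9.20% for L1210 minus ES, 0.910% for L1210 minus NPC and 3.86% for NPC minus ES. A block for the scan day was not run, since that day coincides with L1210.

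The replicate block gave 0.829% for L1210 minus MEF, 0.0360% for NPC minus MEF and 7 chromosome tests. The replicate numbers do not pair the samples: over 2547 blocks of 1 Mb, the deviations of arrays of the same number had correlations from -0.129 to 0.168 between cell types.

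Leaving out each array in turn, with a lone array assumed to vary like the others, gave rho from 0.775 to 0.856 for L1210 and MEF, 0.653 to 0.704 for ES and MEF, 0.804 to 0.861 for NPC and MEF, 0.643 to 0.654 for L1210 and ES, 0.723 to 0.848 for L1210 and NPC and 0.715 to 0.871 for NPC and ES. Calls ranged from 0 to 11.5% for L1210 minus MEF, 0 to 19.5% for ES minus MEF, 0 to 4.49% for NPC minus MEF, 0 to 32.1% for L1210 minus ES, 0 to 13.5% for L1210 minus NPC and 0 to 11.1% for NPC minus ES, and chromosome tests from 0 to 39. Replicate agreement has no such value.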

Other observations

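The patterns in this part were found in the data. The tests chosen only after their result was seen are those of dye bias, slide and karyotype for the MEF arrays, of base composition for the probe residuals, of ES cells in NPC replicate 1, the computed mixtures of profiles, and the filter on far spots. For the other tests the outcomes that would speak for and against each explanation were written before the value was computed.

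The MEF replicates were less alike (rho 0.765) than MEF replicate 1 and L1210. Dye bias of single probes is argued against, since it works the other way: the probe residuals had a correlation of 0.288 between the MEF replicates, which share their dyes, and of -0.232 and -0.330 between MEF replicate 1 and the L1210 arrays. Random noise of an array is argued against, since smoothing over 10 bins on each side left the MEF replicates at 0.784, against 0.955 for ES. An effect of the slide of MEF replicate 2 cannot be told apart from a likeness of cells. MEF replicate 2 had a rho of 0.820 with NPC replicate 2 on the same slide, and that slide held no other array. The ES replicates, on the other 2 slides of that day, had a rho of 0.939. The different chromosome signals of the MEF arrays (SD 0.299 log2) are what cells of different karyotype would give, and could go with a different ToR, but no test here ties them to ToR. Altered chromosomes alone are argued against, since the MEF replicates had a rho of 0.770 over the chromosomes whose signal did not differ and 0.760 over those where it did. Whether copy number leaks into ToR cannot be told apart from no relation: over 20 chromosomes the difference in mean ToR and the difference in signal had a Spearman rho of 0.0722 (permutation p 0.764, two-sided) and a Pearson r of 0.168 (permutation p 0.479), and r was 0.216 without the 2 chromosomes farthest in signal. Of these 2 relations none passed at 0.05, before or after adjustment. A MEF array with other cells than labelled stays open. A biological difference within MEF was not tested, since the labels name none.

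NPC replicate 2 was more like L1210 (rho 0.850 with L1210 replicate 2) than like NPC replicate 1 (0.808). These arrays share the dye of S phase. In blocks of 1 Mb, where single probes average out, its mean rho with the L1210 arrays was 0.868 and with NPC replicate 1 0.864, so that a dye effect and a likeness of the cells cannot be told apart at this difference. DNA of L1210 cells is argued against: the window that was low in L1210 differed by 0.0276 log2 between NPC replicate 2 and replicate 1 (SD of windows 0.11). A share of 19% L1210 in the profile of NPC replicate 1 was needed to reach the rho of 0.850, and would have given -0.30 log2 there. The share of 30% assumed beforehand would have given -0.51 log2. An exchange with a MEF array is argued against, since the NPC arrays differed by at most 0.10 log2 on any chromosome, while NPC replicate 2 differed from the MEF arrays by up to 0.76 and 0.60 log2. An exchange with an L1210 array is argued against by the window above. An effect of the slide of NPC replicate 2 and a different state of the progenitors in each preparation stay open.

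NPC replicate 1 was more like ES (rho 0.847 and 0.870) than like NPC replicate 2 (0.808). The signal of chromosome 11 was 0.19 and 0.26 log2 in the ES arrays and -0.21 and -0.25 log2 in the MEF arrays. It was 0.10 log2 in NPC replicate 1 and 0.00026 log2 in NPC replicate 2. This is consistent with ES cells left in NPC replicate 1, but that value rests on 1 chromosome of 1 array, and chromosome 11 gained in part of the NPC culture would give the same, so these cannot be told apart. The dyes of NPC replicate 1 were also those of ES.

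After subtraction of the smooth profile, the residuals of single probes were correlated between arrays according to their dyes. The correlation was positive (0.228 to 0.487) for every pair of arrays with the same dye for S phase and negative (-0.340 to -0.175) for every pair with opposite dyes, which is 28 of 28 pairs by the predicted sign. The residual fell with probe G+C on the 5 arrays with S in Cy3 and rose on the 3 with S in Cy5, 8 of 8 arrays by sign. This is consistent with a dye bias tied to base composition of probes (8 of 8), which smoothing lessens and which does not cancel between cell types measured with different dyes. L1210 differs in dyes from MEF and ES, so part of a difference in those contrasts may be of this kind. With a dye term, which rests on the NPC arrays alone, 0.00424% of bins were called in L1210 minus ES, against 21.6% without it. That term is the difference between the NPC arrays, so it adds their spread to the contrast. The fall in calls therefore cannot tell dye bias from lost precision.

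Single spots far from their neighbours were not all caught by the flags of the scanner software. Spots more than 1 log2 from the running median of 11 neighbouring probes numbered 39 and 5 on the MEF arrays, 49 and 72 on the L1210 arrays, 20 and 28 on the ES arrays and 52 and 66 on the NPC arrays. The lowest smooth value of NPC replicate 1 was -1.04 log2, against -0.68 to -0.53 log2 on the other arrays. Leaving such spots out of every array gave a replicate rho of 0.812 for NPC and 0 called bins in NPC minus ES, with 8930 at an unadjusted p under 0.05 in limma.

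The deposited series values hold G1 over S for the MEF, L1210, ES and NPC replicate 1 arrays, and S over G1 for NPC replicate 2. With the deposited sign kept, the rho of the NPC replicates was -0.805.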
